A study of Mus musculus with 9 samples. Its data were reported in "Aberrant ERK signaling in astrocytes impairs learning and memory in RASopathy-associated BRAF mutant mouse models" (2025).

How the data were processed

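The study prepared stranded mRNA libraries from the hippocampus of male Nestin;BrafKE/+ mice (n = 4) and Braf+/+ mice (n = 5), 1 library per animal. The authors trimmed the reads with TrimGalore, aligned them to GRCm39 with STAR, quantified them with Salmon in the nf-core pipeline, adjusted for batches that are not named, and scaled the values for DESeq2. The deposited table holds 1 value per gene and library, a signal in normalised counts, made by the authors. Within each library 100% of the values were whole multiples of 1 step between 0.9934 and 1.004, and no gene had a value of 0. The whole numbers are not sequenced reads. That of mt-Co1 was 491938 in all 9 libraries, and 2 genes had 1 whole number in all libraries. Of the 208 genes with a mean above 10000, 7 had a single whole number across series A, 3 across series B and 9 across series C. The depth behind a value is therefore unknown, count models were not used, and precision was taken from the spread between libraries.

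Groups were taken from the labels, and all 9 libraries and all per-sample columns were used. Genes with a mean value of at least 10 were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), on log2(value + 1) with genotype and the series of library names as terms. P-values are two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Lists were tested with fgsea 1.28.0 on genes ranked by limma's moderated statistic, and adjusted over 10 preset lists: reactive astrocyte, microglial activation, ERK target, astrocyte identity, microglia identity, oligodendrocyte, excitatory neuron, inhibitory neuron, proliferation and synaptic protein. A list's level in a library is the mean over its genes of the log2 value less the gene's mean. Another 11 lists were kept for tissue and technical sources (choroid plexus, meninges, blood, endothelium, immediate early, glucocorticoid, thalamus, dentate gyrus, CA1, CA3 and Y-linked genes). Single values were tested with two-sided exact permutation tests over the 126 splits of the libraries and over the 24 splits within series. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

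The groups, tests, thresholds, lists and most alternatives were chosen before the data were examined. So was the rule for genes named in the text. It takes Braf and the 10 genes the study named, then the 5 highest and 5 lowest log2 fold changes among genes past the threshold with a mean value of at least 50 and no overlap between the groups, and then members of the 10 preset lists past the threshold, not all of which are named in the text. Symbols came from the deposited table, and coordinates from Gencode vM39 on GRCm39, in which 18179 gene IDs (99.5%) were found. A symbol was listed under more than 1 ID in 20 cases. Predicted genes overlap Nnt, Fam160a1, Dusp6, Mobp, Spred2, Atp2a2 and Grik2 on the same strand, so some of their reads cannot be assigned with certainty.

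The steps were tested on simulated data. With 200 of 16196 genes changed by 0.5 on the log2 scale, 55% were recovered and 3.51% of calls were unchanged genes. With a change of 1, 84% were recovered and 7.18% of calls were unchanged genes. In 20 simulated data sets with no change, whose series means had been removed while the genotype difference was kept, 12.4% of genes had an unadjusted p under 0.05 without the series term and 4.80% with it, and the mean number past the threshold was 5.7 without it and 0.75 with it. For data without such an adjustment the share was 4.88%. The set test found the 1 raised list and 0 of the unchanged lists. The simulated genes varied independently, so this cannot show false calls that come from correlation between the genes of a list.

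The alternatives were other pseudocounts (0.5 and 8), no filter or a minimum mean of 50, TMM factors, quantile normalisation, no series term, 4 name prefixes in place of the 3 series, replicate numbers as a block, array quality weights, robust eBayes, named symbols only, other thresholds, camera and fry in place of fgsea, and leaving out each library in turn. Scores of the choroid plexus, blood and oligodendrocyte lists were added as covariates after the data had been seen. The human spheroid libraries and the raw reads of the study were not analysed here.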

Results

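RNA from the hippocampus of mice was sequenced in 9 libraries, 4 from Nestin;BrafKE/+ mice and 5 from Braf+/+ littermate controls. Nestin;BrafKE/+ mice carry 1 mutant Braf allele that encodes a more active kinase, which Nestin-Cre switches on in neural stem cells and so in the neurons and glia that descend from them. The names that the labels give the libraries fall into 3 series, called A, B and C here. Series A held 4 libraries (Nestin;BrafKE/+ replicate 1 and Braf+/+ replicates 1, 2 and 3), series B held 3 (Nestin;BrafKE/+ replicates 2 and 3 and Braf+/+ replicate 4), and series C held 2 (Nestin;BrafKE/+ replicate 4 and Braf+/+ replicate 5). The deposited table gave a normalised signal for 18275 genes per library. The library totals ran from 19550000 in Braf+/+ replicate 3 to 20090000 in Braf+/+ replicate 2. The 10 most abundant genes took 7.37% of the total in Braf+/+ replicate 5 and 8.92% in Braf+/+ replicate 2, the lowest and the highest share. The number of reads sequenced per library is unknown, because the deposited values had already been adjusted for batches. The median standard error of the log2 fold change was 0.28 for genes with a mean value from 10 to 100, 0.10 from 100 to 1000, and 0.06 from 1000 upward.

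The 4 Nestin;BrafKE/+ libraries were compared with the 5 Braf+/+ libraries to ask which transcripts the mutant allele changes in the hippocampus. Of 16196 genes tested, 466 (2.88%) had an adjusted p under 0.05, and 246 of these were higher and 220 lower in Nestin;BrafKE/+. An unadjusted p under 0.05 in the same limma fit was found for 2991 genes. Among the alternatives that kept all 9 libraries and added no covariate, leaving out the series term moved the count most, to 2260 genes. The log2 fold changes of the 466 genes ran from -2.73 to 1.78, and the median of their absolute values was 0.45, against 0.12 for all genes tested. An absolute log2 fold change above 0.5 was found for 203 of the 466. Values of the groups did not overlap for 465 of the 466 genes and for 2550 of all genes tested (15.7%), where chance gives 1.59% for independent libraries. Leaving out single libraries lowered the count of 466, though leaving out Nestin;BrafKE/+ replicate 1 or Braf+/+ replicate 4 also removes a series from the comparison. Without Nestin;BrafKE/+ replicate 1 the count was 42, without Braf+/+ replicate 4 it was 97, without Nestin;BrafKE/+ replicate 3 it was 169 and without Braf+/+ replicate 1 it was 278. Differences between genotypes within 1 series correlated across genes with those within another, with r = 0.214 for series A and B, 0.133 for A and C, and 0.189 for B and C. Genes are not independent replicates, so no p-value belongs to these correlations.

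Braf itself was examined first, since the mutant allele is expressed from its own locus. Braf (ENSMUSG00000002413, chromosome 6, 39579870 to 39702629 in GRCm39) had a normalised signal of 2264 ± 144 (SD, n = 4) in Nestin;BrafKE/+ and 2786 ± 153 (SD, n = 5) in Braf+/+. It fell by 0.30 on the log2 scale (SE 0.07, adjusted p = 0.0379), and all 4 mutant libraries were below all 5 controls. The two-sided exact permutation p was 0.00794 over the 126 splits of all libraries and 0.0417 over the 24 splits within series, each the smallest those splits can give. Within series the difference was -0.13 in A, -0.48 in B and -0.31 in C. Without Braf+/+ replicate 4 the log2 fold change was -0.20, with an adjusted p of 0.203. The call also failed without Nestin;BrafKE/+ replicate 2 (adjusted p = 0.0747), replicate 3 (0.103) or replicate 4 (0.0903), and without Braf+/+ replicate 1 (0.0682), replicate 2 (0.0540) or replicate 5 (0.0908). The gene Fth-ps2 lies on the same strand within Braf, and Ndufb2 overlaps it on the opposite strand.

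The study named 7 reactive astrocyte genes and 3 calcium-handling genes from these same libraries, and their levels were compared here. The libraries are of whole hippocampus, so these levels alone cannot tell which cells changed or whether astrocytes became reactive. Of the 7 reactive astrocyte genes, 6 had an adjusted p under 0.05 over all genes tested and 7 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The alternatives that moved this count most left out Nestin;BrafKE/+ replicate 1 or Braf+/+ replicate 4, and 1 of the 7 passed in either. Without Nestin;BrafKE/+ replicate 3 the count was 3. Gfap (ENSMUSG00000020932, chromosome 11, 102778159 to 102791738), an intermediate filament of astrocytes, rose from 7149 ± 747 (SD, n = 5) to 11468 ± 1175 (SD, n = 4). Its log2 fold change was 0.68 (SE 0.10, adjusted p = 0.00576), with all 4 mutant libraries above all 5 controls. Its within-series differences were 0.79 in A, 0.91 in B and 0.22 in C. The call for Gfap failed without Nestin;BrafKE/+ replicate 1 (adjusted p = 0.0742) and without Braf+/+ replicate 4 (0.0525). Vgf (ENSMUSG00000037428, chromosome 5, 137055246 to 137062205) rose from 2898 ± 309 (SD, n = 5) to 5113 ± 451 (SD, n = 4), a log2 fold change of 0.82 (SE 0.09, adjusted p = 0.00261), and by 0.99, 0.88 and 0.49 within series A, B and C.

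Aldoc, S100b, Sulf2 and Gap43 also passed, with log2 fold changes from 0.28 for Gap43 (adjusted p = 0.0459) to 0.36 for S100b (adjusted p = 0.0253), and each was higher in Nestin;BrafKE/+ within all 3 series. Without Nestin;BrafKE/+ replicate 1 none of these 4 passed, with adjusted p-values of 0.0742 for Aldoc, 0.134 for S100b, 0.132 for Sulf2 and 0.249 for Gap43. Their log2 fold changes in that fit were 0.37, 0.36, 0.30 and 0.21, in the same order. Over the 9 fits that each left out 1 library, Gap43 failed to pass in 8, S100b in 5, Sulf2 in 3 and Aldoc in 2. Gap43 and S100b also failed with 4 name prefixes as the term (adjusted p = 0.118 and 0.0768) and with array quality weights (0.0676 and 0.0526). Sulf2 failed with 4 name prefixes (adjusted p = 0.0688). H2-D1 (ENSMUSG00000073411) rose from 627 ± 65.4 (SD, n = 5) to 831 ± 80.6 (SD, n = 4), and its log2 fold change of 0.41 had an adjusted p of 0.0637, above the threshold. Its difference in series C was 0.04, and it passed without Nestin;BrafKE/+ replicate 4 (adjusted p = 0.0263) and without Braf+/+ replicate 5 (0.0260). H2-D1 also passed without the series term (adjusted p = 0.0106) and with replicate numbers as a block (0.0172). All 7 reactive astrocyte genes passed without the series term and with replicate numbers as a block. Without Nestin;BrafKE/+ replicate 4 or Braf+/+ replicate 5 the count was 6. Of the calcium genes, 0 of 3 passed over all genes tested, and 3 had an unadjusted p under 0.05 and passed when adjusted over the list alone, with the same limit on independence. Cacna1g had a log2 fold change of -0.29 (adjusted p = 0.205), Atp2a2 -0.15 (adjusted p = 0.166) and Grik2 -0.17 (adjusted p = 0.252). Cacna1g rose by 0.05 in series B and was lower in the other two. Without the series term, Atp2a2 passed (adjusted p = 0.0315).

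**Figure D1:**
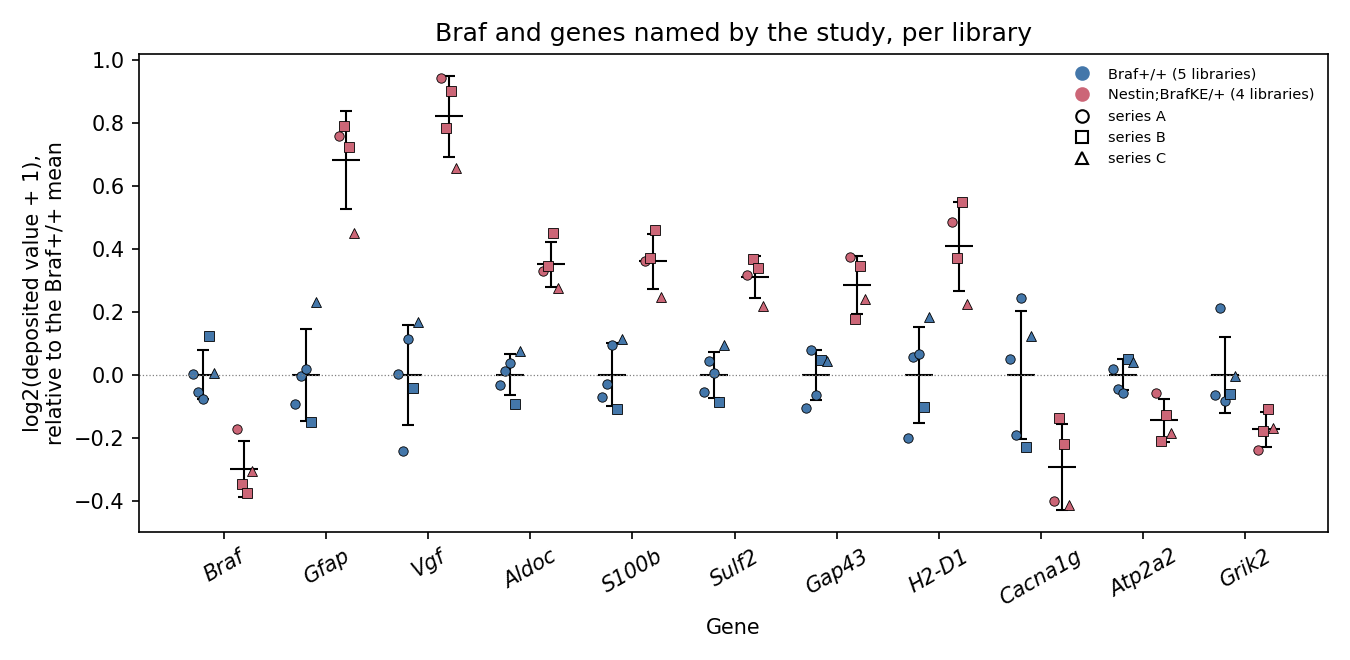
Signal of Braf and the 10 genes the study named, as log2(deposited value + 1) relative to the mean of the 5 Braf+/+ libraries on the y axis, with 1 point per library, a shape per series and bars for the group mean and SD. Values of the groups did not overlap for Braf, the 7 reactive astrocyte genes or Grik2, and they overlapped for Cacna1g and Atp2a2.

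Among genes past the threshold with a mean value of at least 50 and no overlap between the groups, the 5 highest and the 5 lowest log2 fold changes were taken. The lowest was that of Nnt (ENSMUSG00000025453, chromosome 13, 119470859 to 119566380) at -2.73 (SE 0.44, adjusted p = 0.0111), from 122 ± 69.2 (SD, n = 5) to 16.9 ± 7.70 (SD, n = 4). The table also held a second gene ID of the symbol Nnt, ENSMUSG00000116207, with a log2 fold change of 0.40 (adjusted p = 0.132), and the sum of both IDs had a log2 fold change of -0.02 (SE 0.14). Plk5 (ENSMUSG00000035486, chromosome 10, 80191943 to 80201323) fell by 2.58 on the log2 scale (SE 0.19, adjusted p = 0.000325), from 371 ± 66.7 (SD, n = 5) to 61.4 ± 12.9 (SD, n = 4), with within-series differences of -3.13, -2.37 and -2.04 in A, B and C. Ntf3, Fam160a1 and Gm34567 had log2 fold changes of -1.82, -1.39 and -1.27. Reads of Gm34567 cannot be assigned with certainty, since Smoc2 overlaps it on the same strand. The highest were Gpnmb at 1.49 (adjusted p = 0.0179), Ecel1 at 1.39 (0.0416), Etnppl at 1.22 (0.00307), Baiap3 at 1.18 (0.0425) and Prokr2 at 1.15 (0.00324). Gpnmb lies within 10 Mb of Braf on chromosome 6, where 5 of 116 genes tested passed the threshold.

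Each of these 10 genes changed in the same direction within all 3 series, with an exact permutation p of 0.0417 within series, the smallest possible. Plk5 and Ntf3 kept their calls without any 1 library, and the other 8 lost theirs without Nestin;BrafKE/+ replicate 1, with adjusted p-values of 0.0951 for Nnt, 0.0910 for Fam160a1, 0.0888 for Gm34567, 0.144 for Gpnmb, 0.241 for Ecel1, 0.0518 for Etnppl, 0.241 for Baiap3 and 0.0569 for Prokr2. Of the 9 fits that each left out 1 library, Baiap3 failed in 7, Ecel1 in 6, Gpnmb in 3 and Fam160a1 in 2.

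ERK target genes address whether the pathway downstream of the mutant kinase was more active. Of the 23 genes on the list, 22 were tested, 17 were higher in Nestin;BrafKE/+ and 10 of these passed over all genes tested. Of the 22, 13 passed when adjusted over the list alone, among them Spsb1, which was lower (log2 fold change -0.24). The normalised enrichment score was 2.63 (adjusted p = 5.55e-10 over the 10 preset lists), and the median log2 fold change was 0.30. The mean log2 level of the list was higher by 0.38 in series A, 0.27 in B and 0.28 in C, all 4 mutant libraries lay above all 5 controls, and the exact permutation p within series was 0.0417, the smallest possible. The alternative that moved this result most estimated the correlation between list members (camera), and its adjusted p was 0.00909. With fry, a rotation test, it was 0.000217. Dusp6 (ENSMUSG00000019960, chromosome 10, 99086564 to 99103361), which encodes a phosphatase of ERK, rose from 1009 ± 81.6 (SD, n = 5) to 2000 ± 84.9 (SD, n = 4). Its log2 fold change was 0.99 (SE 0.07, adjusted p = 0.000325), and 0.94, 1.01 and 1.02 within series A, B and C. The other 9 list members past the threshold were Dusp4 at 0.95, Spry4 at 0.87, Ccnd1 at 0.83, Spred3 at 0.64, Etv5 at 0.58, Phlda1 at 0.50, Dusp5 at 0.49, Spry2 at 0.47 and Spred2 at 0.30, and each was higher within all 3 series. Spry4, Phlda1, Dusp5, Spry2 and Spred2 lost their calls without Nestin;BrafKE/+ replicate 1, with adjusted p-values of 0.0683, 0.20, 0.0594, 0.212 and 0.0808. Without Braf+/+ replicate 4, Phlda1 (0.133), Dusp5 (0.105), Spry2 (0.0909) and Spred2 (0.0525) lost theirs as well. Of the 9 fits that each left out 1 library, Phlda1 failed in 6, Spry2 in 4, and Dusp5 and Spred2 in 3 each.

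Lists of reactive astrocyte and microglial activation genes address whether transcripts linked to these states changed in the whole tissue. For reactive astrocytes 33 of 38 listed genes were tested, 22 of them were higher in Nestin;BrafKE/+, and the normalised enrichment score was 1.6 (adjusted p = 0.0218). Gfap alone passed over all genes tested, and 4 passed when adjusted over the list alone. The choice that moved the result most was an estimated correlation in camera, with an adjusted p of 0.280, and fry gave 0.0658. Members fell as well as rose, with log2 fold changes from -0.48 to 0.76. The mean log2 level of the list was higher by 0.13, 0.13 and 0.18 in series A, B and C, 1 of the 4 mutant libraries lay above all controls, and the exact permutation p within series was 0.208. The list shares 2 genes with those the study chose from these libraries, and without the genes the study named the adjusted p was 0.138. Leaving out Nestin;BrafKE/+ replicate 2 gave an adjusted p of 0.0954, Braf+/+ replicate 1 0.0559 and Braf+/+ replicate 3 0.0715.

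For microglial activation 22 of 30 listed genes were tested, 16 of them were higher, and the normalised enrichment score was 1.63 (adjusted p = 0.0245). Of its members, 1 passed over all genes tested, Lpl, which fell by 0.64 on the log2 scale (SE 0.12, adjusted p = 0.0249) and failed to pass in 5 of the 9 fits that each left out 1 library. The highest adjusted p of these, 0.133, came without Braf+/+ replicate 4, and with 4 name prefixes as the term it was 0.053. Without Nestin;BrafKE/+ replicate 1 the score of the list was -0.85 (adjusted p = 0.850). The mean log2 level of the list was higher by 0.23, 0.04 and 0.18 in series A, B and C, 1 of the 4 mutant libraries lay above all controls, and the exact permutation p within series was 0.0833. An estimated correlation in camera gave an adjusted p of 0.328, and fry gave 0.160. It also failed to pass without Nestin;BrafKE/+ replicate 2 (adjusted p = 0.0509) or replicate 3 (0.0734), and without Braf+/+ replicate 1 (0.0636), replicate 3 (0.0715) or replicate 4 (0.134).

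The other 7 preset lists address whether transcripts linked to cell types, proliferation or synaptic proteins changed, and 3 of the lists had an adjusted p under 0.05. An estimated correlation in camera and fry moved this count most, each to 1 list, astrocyte identity. Astrocyte identity had a normalised enrichment score of 2.59 (adjusted p = 5.2e-10), with 17 of 20 genes higher and 8 past the threshold over all genes tested, among them Aldoc, Gfap and S100b. None of these 3 passed without Nestin;BrafKE/+ replicate 1, with adjusted p-values from 0.0742 to 0.134. The list shares 3 genes with those the study named. Its mean log2 level was higher by 0.22, 0.27 and 0.17 in series A, B and C, with all 4 mutant libraries above all 5 controls. The oligodendrocyte list scored 2.31 (adjusted p = 1.29e-05), with 16 of 16 genes higher and 4 past the threshold, Mobp at 0.58, Mog at 0.53, Mag at 0.41 and Cldn11 at 0.39. Without Nestin;BrafKE/+ replicate 1 these 4 had adjusted p-values of 0.164, 0.183, 0.144 and 0.138. Of the 9 fits that each left out 1 library, Mag failed in 8, Mog in 5, Mobp in 4 and Cldn11 in 3. Its level was higher by 0.34, 0.34 and 0.15 in series A, B and C, with an exact permutation p within series of 0.0417, and its adjusted p was 0.280 with an estimated correlation in camera and 0.0658 with fry. Microglia identity scored 1.72 (adjusted p = 0.0218), with 10 of 12 genes higher and 0 past the threshold over all genes tested (3 at an unadjusted p under 0.05 in limma), an adjusted p of 0.706 without Nestin;BrafKE/+ replicate 1 and 0.180 with fry. Its exact permutation p within series was 0.125.

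Inhibitory neuron genes scored 1.51 (adjusted p = 0.0769) and excitatory neuron genes 1.49 (adjusted p = 0.0784). Inhibitory neuron genes passed in 5 of the fits that left out a library, with the lowest adjusted p, 0.0128, without Nestin;BrafKE/+ replicate 4. Among the members of these lists Npy rose by 1.01 on the log2 scale (SE 0.09, adjusted p = 0.00105), Wfs1 by 0.61 (adjusted p = 0.000371), Fibcd1 by 0.40 (adjusted p = 0.0182) and Itpka by 0.31 (adjusted p = 0.0176), and Neurod2 fell by 0.53 (adjusted p = 0.0103). Without Nestin;BrafKE/+ replicate 1, Fibcd1, Itpka and Neurod2 did not pass, with adjusted p-values of 0.0742, 0.0675 and 0.0753, and Fibcd1 and Itpka failed without Braf+/+ replicate 4 as well (0.105 and 0.112). Fibcd1 also failed without Nestin;BrafKE/+ replicate 3 (adjusted p = 0.0592). Synaptic protein genes scored 1.13 (adjusted p = 0.340), with 5 of 10 higher. Of 16 proliferation genes 12 were tested, and these scored 0.536 (adjusted p = 0.966), with 6 higher and 6 lower.

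**Figure D2:**
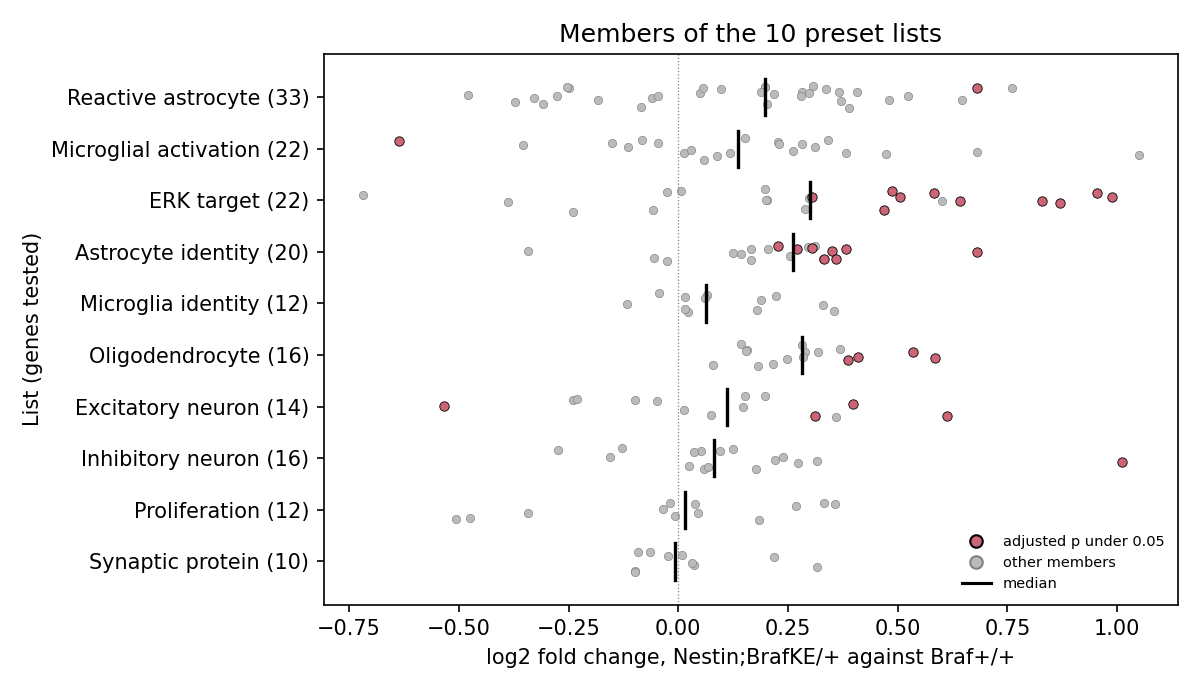
Log2 fold change of Nestin;BrafKE/+ against Braf+/+ on the x axis for each tested gene of the 10 preset lists, with red points for an adjusted p under 0.05 over all genes tested and a bar for the list's median. The median was 0.30 for ERK targets and 0.26 for astrocyte identity, and members of the reactive astrocyte list lay on both sides of 0.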

Values the study reported

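The study reported 864 differentially expressed genes in the hippocampus of mutant mice, of which 422 were upregulated and 442 downregulated. For its reactive astrocyte gene set it gave a normalised enrichment score of 1.99 with a false discovery rate of 8.25e-05. For its microglial activation gene set the score was 0.86, with a false discovery rate of 0.707.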

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

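Among 136 groups of values, 7 had 1 library far from the others of its group, about as many as chance gives, so no single case below stands out from chance. The groups to check and the rule were chosen in advance, no test was chosen only after the result was seen, and none of the 7 was tested further, so no explanation, technical or biological, was tested for any of them.

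For Grik2 in Braf+/+, the gap between replicate 2 (1514) and the next library (1306) was 0.747 of the group's whole range. For Dusp6 in Braf+/+, replicate 3 (1148) lay above the next library (996.3) by 0.716 of the range, and still below the Nestin;BrafKE/+ mean of 2000. For Mobp in Nestin;BrafKE/+, replicate 4 (15000) lay below the next library (18870) by 0.869 of the range. This library is the mutant one of series C, in which the difference between genotypes for Mobp was 0.05 on the log2 scale, against 0.72 in series A and 0.84 in series B.

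For the ERK target list in Nestin;BrafKE/+, the level of replicate 1 (0.23) exceeded the next (0.16) by 0.900 of the range. For the thalamus list in Braf+/+, replicate 1 (-0.14) lay below the next library (-0.0003) by 0.842 of the range. For the Y-linked genes in Braf+/+, replicate 4 (0.18) lay above the next (-0.01) by 0.731 of the range. The total of Nestin;BrafKE/+ replicate 3 (19790000) exceeded the next of its group (19700000) by 0.832 of the range, and lay inside the range of the Braf+/+ totals.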

How the results depend on the processing

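The number of genes past the threshold, 466, stayed between 434 and 498 with other pseudocounts, no filter, a minimum mean of 50, TMM factors, quantile normalisation, robust eBayes or named symbols only, and 426 to 463 of the 466 remained in these fits. Without the series term it was 2260, which included all 466. That setting also put 1 calcium gene and all 7 study-named reactive astrocyte genes past the threshold. In simulated data with no change, removing series means while keeping the genotype difference raised the mean count from 0.75 with the series term to 5.7 without it. Data with changed genes were not simulated in this way, so how much of the rise to 2260 this gives was not tested. With the replicate block it was 1405, a fit of limited use because libraries of the same number did not resemble each other (r from -0.39 to 0.415). With 4 name prefixes as the term, which leave fewer residual degrees of freedom, 165 genes passed, 159 of them among the 466. The study-named reactive astrocyte genes then fell to 3, Braf had a log2 fold change of -0.32 (adjusted p = 0.0768), and microglial activation an adjusted p of 0.139. With array quality weights 258 genes passed, all of them among the 466. The study-named reactive astrocyte genes fell to 4, and Braf was at -0.29 (adjusted p = 0.0609). The cause of the changes with array quality weights was not tested. Stricter and looser thresholds gave 203 genes with an absolute log2 fold change above 0.5 and 927 with an adjusted p under 0.1, by construction. As covariates chosen after seeing the data, list scores gave 340 genes (choroid plexus), 110 (blood) and 0 (oligodendrocyte, with 1172 genes at an unadjusted p under 0.05).

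Across the 9 fits that each left out 1 library, the count ran from 42 (without Nestin;BrafKE/+ replicate 1) to 371 (without Nestin;BrafKE/+ replicate 4). The reactive astrocyte genes ran from 1 (without Nestin;BrafKE/+ replicate 1 or Braf+/+ replicate 4) to 6, and Braf from -0.41 (without Nestin;BrafKE/+ replicate 1) to -0.20 (without Braf+/+ replicate 4). The adjusted p ran from 0.0073 (without Braf+/+ replicate 2) to 0.0954 (without Nestin;BrafKE/+ replicate 2) for the reactive astrocyte set, and from 0.0128 (without Nestin;BrafKE/+ replicate 4) to 0.85 (without Nestin;BrafKE/+ replicate 1, with the sign reversed) for microglial activation. The lists past the threshold among the other 7 ran from 2 to 4. The synaptic protein list ran from 0.121 (without Nestin;BrafKE/+ replicate 4) to 0.85 (without Nestin;BrafKE/+ replicate 1, with the sign reversed). The proliferation list ran from 0.468 (without Nestin;BrafKE/+ replicate 4) to 1 (without Nestin;BrafKE/+ replicate 2, with the sign reversed), and reversed without Braf+/+ replicate 4 as well (0.755). Neither list passed in any of these fits. Nestin;BrafKE/+ replicate 1 is the only mutant library of series A, and Braf+/+ replicate 4 the only control of series B, so leaving out either removes that series from the comparison. Leaving out Nestin;BrafKE/+ replicate 4 or Braf+/+ replicate 5 removes series C in the same way, and 371 and 370 genes then passed. Losing a series therefore need not lower the count that far. Series C is the smallest, so these counts cannot tell whether losing series A or B accounts for the falls to 42 and 97. Their cause was not tested.

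With a minimum mean of 50 the adjusted p was 0.0681 for the reactive astrocyte set and 0.0588 for microglial activation, and robust eBayes gave 0.0827 for the latter. With an estimated correlation in camera these were 0.28 and 0.328, and with fry 0.0658 and 0.16, and 1 of the other 7 lists passed in each. The range over the alternatives was 0.0201 to 0.28 for the reactive astrocyte set and 0.0182 to 0.328 for microglial activation. Without the genes the study named the reactive astrocyte set had 0.138. The proliferation list reversed without a filter (0.639) and with array quality weights (1), and passed in neither. The cause of these changes was not tested. The ERK target set and the astrocyte identity list kept their direction and their calls in all alternatives run for them and all fits that left out a library. The fits with a list score as a covariate gave counts of genes only, and no list was tested in them.

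For the 45 genes besides Braf that the naming rule takes, the 12 alternatives gave 507 results on the same side of the threshold, 29 that no longer passed and 3 that newly passed, spread over 20 genes. Leaving out a library gave 291 on the same side, 112 that no longer passed and 2 that newly passed, over 32 genes. None of these genes changed its direction in any of these fits. Dusp6, Dusp4, Etv5, Spred3, Ccnd1, Npy, Wfs1, Vgf, Plk5 and Ntf3 passed in all of them. Count models could not be run, because the whole numbers behind the deposited values are not reads. The unknown depth limits what can be said of genes with low values, whose median standard error was 0.28.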

Other observations

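The tests of batch adjustment, Nnt, genes beside Braf, choroid plexus, blood, single series, dentate gyrus and oligodendrocytes were chosen only after the result was seen. The splits of the libraries, the genes matched to Braf and the gene length classes were planned beforehand.

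Here 466 genes passed the threshold, 246 higher and 220 lower. Each of these is lower than the value quoted from the study above. The adjusted p of the reactive astrocyte set was 0.0218. That is higher than the value quoted from the study above. The normalised enrichment score of the microglial activation set was 1.63. That is higher than the value quoted from the study above. The adjusted p of the microglial activation set was 0.0245. That is lower than the value quoted from the study above. The lists of genes were not the study's own, and the models differed.

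Of 100 splits of the 9 libraries into 4 and 5, drawn from 126 of which 125 could be fitted, 1 gave as many genes past the threshold as the real one, the real one itself, and the next highest gave 253. As many of the 7 reactive astrocyte genes passed in 2 of the 100 splits, and an ERK target score as high came in 1. For the calcium genes the count was 0, so all 100 splits gave as many by construction and the comparison decides nothing. In the real split 3 of them had an unadjusted p under 0.05, which was not counted in the others. A score as high came in 16 of the 100 splits for the reactive astrocyte set and in 11 for microglial activation, and 32 put as many of the other 7 lists past the threshold. The scores of the reactive astrocyte and microglial activation sets are therefore within what regrouping the libraries gives. For the other 7 lists the splits compared only how many passed, not the score of any list. Of the 24 splits within series, 1 gave as many genes, with 1 gene in the next highest, and 4, 2 and 1 gave scores as high for the reactive astrocyte, microglial activation and ERK target sets. The deposited values had been adjusted in a way that may have kept the real genotype difference (r = 0.997 in the test of that adjustment). Whether this favours the real split in these counts was not tested. In simulated data with no change, such an adjustment left 4.80% of genes with an unadjusted p under 0.05 when the series term was fitted. Subtracting fitted series means leaves the genotype difference and the residuals of that fit unchanged. That share was therefore set in advance and does not decide the question.

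More genes passed without the series term than with it. A candidate explanation is that the authors' batch adjustment used the series of names and kept the genotype difference. Series means would then differ only by the share of mutant libraries times the genotype difference. The mean of series B less that of series A followed the genotype fold change across genes with r = 0.997 and a slope of 0.415, where the shares predict 0.417. For series C less series A the slope was 0.250 as predicted, with r = 0.990. Series that kept their own differences would give a correlation far below 1. How much of the rise to 2260 genes such an adjustment gives was not measured, since the simulated data held no changed genes. This may make libraries of a genotype look more alike across series than they were, and so the 15.7% of genes without overlap between the groups, where chance gives 1.59%, is no independent measure of the difference. The differences within a series may not be free of it either, as the adjustment used all libraries.

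A difference in 1 series alone was argued against as the source of the 466 genes. The genotype differences within pairs of series had a mean r of 0.179 across genes, and the highest of the other relabellings within series gave 0.137. Strain variants beside the Braf allele could explain at most a small part, as 5 of 116 genes within 10 Mb of Braf passed (Ahcyl2, Gpnmb, Kdm7a, Pdia4 and Zyx, chosen after their values were seen), 4.31% against 2.88% elsewhere, with a two-sided Fisher's exact p of 0.392. Whether such variants act on these 5 genes stays open. A gene length trend was argued against, since the median log2 fold change over 10 classes of length stayed within 0.0502 of 0, far below the median of 0.45 for the genes past the threshold. For Braf itself, a trend of abundant or long genes was argued against, since 10 of 500 genes of like level and length were as low, and their median was -0.04. What lowers Braf stays open, and a lower level of transcripts from the mutant allele was not tested. The fall is of RNA, and the study saw no significant difference in BRAF protein by immunoblot of the mutant hippocampus.

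Tissue carried over at dissection was weighed with marker lists. The choroid plexus list scored -1.90 (adjusted p = 0.00686) with 12 of 12 genes lower, but its level differed by -0.22, -3.42 and -0.64 in series A, B and C, with an exact permutation p of 0.333 within series. Its most abundant genes, Ttr (mean value 63130) and Kl (1406), had log2 fold changes of -1.59 (SE 1.52, adjusted p = 0.623) and -1.44 (SE 0.43, adjusted p = 0.109). No gene had a value of 0 in any library, so detection of the 12 genes could not be judged. With the choroid plexus score as a covariate 340 genes passed, 267 of them among the 466. Scores of 30 random lists gave a median of 237. The blood list scored 1.85 (adjusted p = 0.00182) with 5 of 5 tested genes higher and an exact permutation p of 0.208 within series. Its most abundant genes, Hbb-bs (mean value 1553) and Hba-a2 (1213), had log2 fold changes of 0.47 (adjusted p = 0.094) and 0.41 (adjusted p = 0.162). With its score as a covariate 110 genes passed, and 11 of 30 random lists gave as few. The fold changes of the 466 kept their sign. Set against those of the main fit, they had a least-squares slope through the origin of 1.05. Choroid plexus and blood are therefore argued against as the whole cause of the 466 genes, but their own lower and higher levels may reflect the dissection or the mice.

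The dentate gyrus list scored -2.22 (adjusted p = 5.84e-05), the CA1 list 1.89 (adjusted p = 0.00588) and the CA3 list -1.75 (adjusted p = 0.0226), each with an exact permutation p of 0.0417 within series, the smallest possible. Less dentate gyrus in the mutant tissue could lower Plk5, which the list holds, but the other 9 genes had a median log2 fold change of -0.253 (from -0.78 to 0.07), far from that of Plk5. The same 9 genes moved apart by more than their errors, with a Cochran's Q of 63.5 against a limit of 15.5, so a single factor is argued against for them too. Changed expression within these regions, or regions taken in other proportions together with it, stays open and was not tested. For the oligodendrocyte list, more cells or myelin would raise all members by 1 factor, and Cochran's Q over its 16 genes was 31.8 against a limit of 25. A single factor is argued against as the whole cause, and some increase together with changed expression may remain. With its score as a covariate 0 genes passed, with 1172 at an unadjusted p under 0.05, and 5 of 30 random lists gave as few. The fold changes of the 466 genes kept their sign. Set against those of the main fit, they had a least-squares slope through the origin of 0.894. The fold change of Gfap was 0.49 on the log2 scale.

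None of the other lists passed as a whole. Meninges scored 0.754 (adjusted p = 0.981), endothelium -0.623 (adjusted p = 1), immediate early genes 0.979 (adjusted p = 0.757), glucocorticoid response genes 1.51 (adjusted p = 0.133), thalamus 0.736 (adjusted p = 0.981) and Y-linked genes -0.394 (adjusted p = 1). Single members passed over all genes tested, and are named after their values were seen. Col1a1 of the meninges list had a log2 fold change of 0.96 (adjusted p = 0.0214). Of the immediate early genes, Arc was at 0.77 (adjusted p = 0.00707) and Fos at -0.67 (adjusted p = 0.0457). Of the glucocorticoid response genes, Mt2 was at 0.73 (adjusted p = 0.00362) and Mt1 at 0.64 (adjusted p = 0.0048). No explanation was tested for these genes.

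The fall of Nnt may come from reads divided between a pair of gene IDs of that symbol. The second ID was at 340 ± 52.1 (SD, n = 4) in Nestin;BrafKE/+ and 256 ± 22.6 (SD, n = 5) in Braf+/+, and the log2 fold change of the sum of both was -0.0213, with a two-sided exact permutation p of 0.875 within series. The first ID held 1.99% to 8.54% of the sum in Nestin;BrafKE/+ libraries and 19.3% to 51.2% in Braf+/+ libraries. Whether a strain variant at Nnt or the assignment of reads lies behind the shares cannot be told apart, since 0 of the 38 genes within 10 Mb passed (two-sided Fisher's exact p = 0.629) and 6 had an unadjusted p under 0.05, too few to decide. The second ID is not in the annotation used here.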
